# DEmiRNA-mRNA regulatory network reveals miR‐122-5p as a regulatory factor of arginine metabolism in necrotizing enterocolitis

**DOI:** 10.3389/fgene.2024.1480431

**Published:** 2025-01-22

**Authors:** Zhili Ding, Ting Guo, Qiang Tang, Yaqiang Hong, Zhibao Lv, Li Lu, Wenjun Zhuang

**Keywords:** neonatal necrotizing enterocolitis, miR-122-5p, arginine metabolism, intestinal stem cell, biomarker

## Abstract

**Objective:**

Necrotizing enterocolitis (NEC) is a gastrointestinal emergency with relatively high morbidity and mortality in neonates. The role of microRNAs (miRNAs) in NEC is not yet entirely clear. This study aimed to explore the mechanism of miR-122-5p in NEC.

**Methods:**

Differentially expressed (DE) miRNAs were sequenced in control and NEC mice. The DEmiRNA-mRNA regulatory network was constructed and the bioinformatics analysis was performed to identify the target mRNAs and potential roles of the DEmiRNAs. The miR-122-5p activation was explored *in vitro* in the human intestinal epithelial cell (FHs74Int) and rat intestinal epithelial cell (IEC-6). *In vivo*, mice were transinfected with miR-122-5p inhibitor before the NEC occurred. Mass spectrometry was used to qualify the concentrations of amino acids, and the viability of intestinal stem cell (ISC) was accessed to verify the biological function.

**Results:**

Preliminarily, 15 miRNAs were found to be differentially expressed between NEC group and control group. Subsequent bioinformatics analysis revealed that miR-122-5p significantly contributes to the arginine metabolism in NEC through the DEmiRNA-mRNA regulatory network, with PRODH2 and ALDH18A1 being identified as its target genes. *In vitro*, miR-122-5p mimic inhibited the expression of PRODH2 and ALDH18A1 in the FHs74Int cells and IEC-6 cells*. In vivo*, inhibition of miR-122-5p led to increased expression of PRODH2 and ALDH18A1, along with elevated arginine levels. Following transfection with a miR-122-5p inhibiting adenovirus, the survival rate of NEC mice improved, and intestinal injury was alleviated.

**Conclusion:**

MiR-122-5p inhibition could impact arginine metabolism by targeting PRODH2 and ALDH18A1, thereby mitigating intestinal injury in NEC.

## Introduction

Necrotizing enterocolitis (NEC) is a common neonatal gastrointestinal emergency, especially in premature infants, with a morbidity rate of 6%–10% and a high mortality rate of up to 20%–30% (Cai et al., 2022a; Bethell and Hall, 2023). NEC is believed to result from the interaction of multiple factors, including prematurity, formula feeding, dysbacteriosis, ischemia, and hypoxia, leading to subsequent intestinal barrier damage (Robinson et al., 2018; Frost et al., 2017; Coggins et al., 2015). Despite extensive research, the etiopathogenesis of NEC remains unclear (Neu et al., 2018; Mani et al., 2023).

Nutritional supplementation, such as L-arginine, may alleviate tissue damage from intestinal ischemia and promote intestinal mucosal healing in premature infants (Neu, 2007; Shah et al., 2017; Bober-Olesińska and Kornacka, 2005). Arginine is an essential amino acid synthesized from citrulline and proline primarily in small intestine, and it is involved in several physiological and metabolic pathways (Jessica et al., 2020; Garg, 2018). L-arginine can be converted to endogenous nitric oxide (NO) by endothelial nitric oxide synthase (eNOS), thereby enhancing intestinal perfusion, reducing the detrimental effect of endothelial receptor toll-like receptor 4 (TLR4) activation and mitigating NEC intestinal damage (Yazji et al., 2013). Moreover, L-arginine plays a crucial role for intestinal stem cells (ISCs) proliferation and intestinal epithelial renewal through the Wnt/β-catenin signaling pathway in mice, small intestinal (SI) organoids, and ISC-Paneth cell co-cultured models (Hou QH. et al., 2020). Although arginine is beneficial for gastrointestinal development, few reports have focused on the pathogenesis of arginine metabolism in NEC.

MicroRNA (miRNA) is a short non-coding RNA molecule that decreased the target messenger RNAs (mRNAs) levels through post transcriptional regulation (Chen et al., 2019). Over the past several years, studies have elucidated specific mechanisms of miRNAs in NEC, including intestinal barrier rehabilitation, dysregulation of apoptosis and inflammatory infiltration (Cai et al., 2022b; Wang et al., 2012). MiR-124 has been found to be upregulated in NEC, promoting the intestine cell apoptosis and inflammatory infiltration via inhibiting Toll-like receptor 9 (TLR9) expression by targeting rho-associated coiled-coil-containing protein kinase 1 (ROCK1) (Yin et al., 2019). For inflammatory infiltration response, miR-146a-5p can attenuate inflammation and intestinal damage in the NEC by inhibiting leucine-rich repeat-containing protein 3 (NLRP3) inflammasome downstream inflammatory factors and chloride intracellular channel protein 4 (CLIC4) membrane expression (Chen et al., 2021). Moreover, network analysis has suggested a potential association of miR-146-3p and miR-451 with arginine metabolism in NEC and spontaneous intestinal perforation (SIP) tissues (Ng et al., 2015). However, the mechanism underlying the correlation between miRNAs and arginine metabolism in NEC remains unknown yet.

In this study, we explore the expression profiles of miRNAs in NEC mice compared with the control group, investigating the potential functions of these DEmiRNAs through the construction of a DEmiRNA-mRNA regulatory network. Additionally, the IEC‐6 cell line and the NEC mice model were used to verify the potential pathogenesis of NEC. Our findings might provide new insights into the mechanism of NEC.

## Methods

### MiRNA and mRNA sequencing

Six miRNA libraries were constructed from the control group and the NEC group. Sequencing was performed by Shanghai OE Biotechnology Co., Ltd. (China). Total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, CA) and chloroform, and RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, United States). The mRNA sequencing libraries were generated using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, United States) following manufacturer’s recommendations, with index codes added to attribute sequences to each sample. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Novaseq platform and 150 bp paired-end reads were generated.

The miRNA sequencing libraries were generated using NEBNext^®^ Multiplex Small RNA Library Prep Set for Illumina^®^ (NEB, United States) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using HiSeq Rapid Duo cBot Sample Loading Kit (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq 2500 platform and 50bp single-end reads were generated.

### Target prediction for the DEmiRNAS

To predict target mRNAs of the DE miRNAs, R DESeq2 (version 1.34.0) package was performed. Bonferroni correction or Benjamini–Hochberg False Discovery Rate (FDR) correction were also applied to control for multiple comparisons in the analysis of DE miRNAs. However, no statistically significant results were observed after Bonferroni or FDR correction (Supplementary Table S1). 

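In the intestine, the miRNAs with the smallest p were miR-27a-5p, miR-5099 and miR-369-5p among those higher in NEC and miR-195a-5p, miR-150-5p and miR-326-3p among those lower, but none of the 386 miRNAs tested passed an adjusted p under 0.05. The comparison covered 3 NEC and 3 Control libraries, and used limma with Benjamini-Hochberg adjustment on the log2 values the authors deposited. The smallest adjusted p was 0.998. At an unadjusted p under 0.05 there were 11 miRNAs, 7 higher and 4 lower in NEC. Of these 11, 10 belong to the DEmiRNAs of the study, and the remaining one was miR-1298-5p, with a log2 difference of 0.56 (standard error 0.23). The miRNA miR-652-3p was lower by a log2 difference of -0.61 (standard error 0.27) and miR-31-3p by -0.56 (standard error 0.27), both at an adjusted p of 0.998 from limma, and without NEC replicate 2 the difference of miR-31-3p was -0.36. The codes of the libraries form 2 series, each with Control and NEC libraries. With no covariate, the difference between the series stays in the spread within the groups and makes the p-values larger. Uniform p-values would put 19.3 miRNAs under an unadjusted p of 0.05, so 19.3 is no measure for the 11. Other splits of the libraries into 3 and 3 that balance the series gave 0 to 3 such miRNAs. With the code series as a covariate in limma, 70 miRNAs had an unadjusted p under 0.05 and none an adjusted p under 0.05, the smallest being 0.109. In the 4 libraries of code series 1 alone, 2 miRNAs passed the adjusted p in limma and both were higher in NEC. They were miR-30a-3p, with a log2 difference of 1.64 (standard error 0.21, adjusted p = 0.0115), and miR-5099, with a log2 difference of 1.18 (standard error 0.20, adjusted p = 0.0437). In code series 2 the difference was 0.11 for miR-30a-3p and 0.45 for miR-5099.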

We also evaluated the DEmRNAs with FDR correction (Supplementary Table S2). Finally, the significant DEmRNAs between NEC and control samples were identified with *p*-value < 0.05 and |log2 (Fold Change) | > 1.0. To assess the potential functions of the DE genes, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed using DAVID database (https://david.ncifcrf.gov/). The GO analysis included three categories: biological process (BP), cellular component (CC) and molecular function (MF).

### Cell culture and treatment

The FHs74Int cells and IEC-6 cells were obtained from the American Type Culture Collection (ATCC), cultured in DMEM supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin, in the humidified atmosphere of 37°C and 5% CO2. For the next experiment, medium was replaced by Opti-DMEM, the FHs74Int cells and IEC-6 cells were pre-incubated with miR-122-5p overexpression sequence. After 48h, the treated cells were collected for subsequent analysis.

### Mice and treatment

C57BL/6J mice (1 day old) were obtained from Shanghai Jiesijie Laboratory Animal Co., Ltd. At day 5, the mice were randomly assigned to two groups. The control group received maternal milk without hypoxia and cold stimulation. NEC group was induced using formula gavage every 4 hours using Esbilac formula (Pet-Ag, Abbott Laboratories) and exposed to hypoxia treatments (99.9% N2 for 100s) and cold (4°C for 10min) twice daily in a hypoxic chamber for 4 days. For subsequent biological function validation, the pups were divided into four groups totally for adenovirus intraperitoneal injection: the scrambled mice (scrambled), the scrambled mice injected with inhibiting adenovirus (miR-22-5p-inhibitor + scrambled), the NEC mice (NEC), the NEC mice injected with inhibiting adenovirus (miR-22-5p-inhibitor + NEC). Daily body weight and survival times of pups were recorded. Euthanasia was conducted at 96h, then the ileum was collected and divided into two parts: one stored in 10% formalin for Hematoxylin-Eosin Staining and immunofluorescence, and the other stored at −80°C for Quantitative Real-Time PCR, and RNA-sequencing. All the animal experiments were approved by the Animal Care Committee of the Children’s Hospital of Shanghai.

### Mass spectrometry

The amino acid concentrations in frozen tissues were measured by mass spectrometry based on our previous study (Guo et al., 2023). Deuterium-labeled internal standards, standard products, quality control products, and reagents were purchased from Guangzhou Clin Meta Medical Device Co., Ltd. First, 20 μL of serum (standard products/quality control products) and 80 μL of dilution solution were vortexed for 5 min, 10 μL of diluted serum and 100 μL of ice-cold methanol (contain partial internal standards) were vortexed for 5 min. Then, 50 μL aliquots of the supernatant were obtained into autosampler vials by centrifugation at 13,000 rpm for 5 min, with nitrogen until completely dry at 50°C. Next, the samples were vortexed with 500 μL of freshly prepared derivatization reagents for 30 min, with nitrogen until completely dry at 60°C.Then, 100 μL diluted aliquots were added to vials and vortexed for 5 min. Take 2 μL sample mixed well injecting onto a separation column (ACE EXCEL 3 AQ, 100 × 3.0 MM), analysis was then performed using LC–MS/MS (Shimadzu LCMS-8040CL) to measure the concentrations of all amino acids.

### Quantitative real-time PCR

Total RNA was extracted from the treated IEC-6 cells and experimental intestinal tissues of mice using Trizol following the manufacturer’s instructions. To measure the miRNAs expression levels, RNAs were transcribed by stem-loop RT primer using a reverse transcription kit (Sangon Biotech Co., Ltd.). For other target genes, the cDNAs were reversed using a Takara reverse transcription kit (AG, Hunan, China). The microRNA qPCR kit (Sangon Biotech Co., Ltd.) and quantitative mRNA kit (Yeasen, Shanghai, China) were used for microRNA and mRNA quantitative real-time PCR analysis respectively to measure the expression level in cells and tissues according to the manufacturer’s instructions. U6 (for the miRNAs) and β-Actin (for the mRNAs) were used as the internal reference. The primer sequences involved were listed in the Supplementary Table S3.

### Hematoxylin-eosin (H&E) staining

Intestine samples taken out from 4% formalin were dehydrated with a graded series of ethanol, cleared in xylene, and embedded in paraffin. Hematoxylin and eosin (H&E) staining was performed on 6 μm thick sections sliced using microtome separately. After H&E staining, a histopathological examination was observed under an optical microscope.

The NEC scoring system was as follows: Score 0: normal, Score1: minor swelling and separation on submucosal or lamina propria, score 2: moderate separation on submucosal or lamina propria, submucosal or muscular edema, score 3: severe submucosal or lamina propria separation, muscular edema, partial loss of the villus, score 4: loss of intestinal villus with intestinal necrosis. A score equal to or >2 suggests the occurrence of NEC.

### Immunofluorescence staining

Paraffin sections were soaked in xylene and serially passed through decreasing concentrations of ethanol, then antigen retrieval was conducted. Sections were washed three times with TPBS and blocked with 5% bovine serum albumin for 60 min at room temperature. Subsequently, sections were incubated overnight at 4°C with primary antibodies, anti-Ki67 (Servicebio, Wuhan, China) or Olfm4 (Cell Signaling Technology, Danvers, MA) followed by incubation with horseradish peroxidase-coupled secondary antibodies at room temperature for 1 h. Finally, DAPI solution was used for staining, images were captured under a fluorescence microscope.

### Statistical analysis

Statistical calculations were carried out using SPSS 19.0. Student’s t*-*test or the Mann-Whitney test was conducted according to the normality of data distribution to compare the two groups. The log-rank test was used for survival analysis. Statistically significant was defined as *p* < 0.05 (∗), *p* < 0.01 (∗∗), and *p* < 0.001 (∗∗∗).

## Results

### Identification of differentially expressed miRNAs in NEC

To explore the role of miRNAs in NEC, we conducted miRNA high-throughput sequencing and identified a total of 604 miRNAs (Supplementary Table S1). 

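The most abundant miRNA of the intestine in both groups was miR-143-3p, which is known from smooth muscle and other mesenchymal cells. Its log2 value was 19.01 ± 0.35 (SD, n = 3) in Control and 18.76 ± 0.15 (SD, n = 3) in NEC. It was followed by miR-148a-3p, with 17.55 ± 0.82 in Control and 17.89 ± 0.75 in NEC. The miRNAs miR-215-5p, miR-192-5p and miR-194-5p, which are abundant in intestinal epithelium, came next, with Control values of 17.15 ± 0.64, 16.64 ± 0.46 and 16.67 ± 0.34 and NEC values of 17.18 ± 0.52, 16.74 ± 0.38 and 16.48 ± 0.42. The inflammation-related miR-21a-5p was at 16.16 ± 0.59 in Control and 16.55 ± 0.56 in NEC. The values of let-7i-5p were 15.63 ± 0.31 and 15.44 ± 0.10, and those of the epithelial miR-200b-3p were 15.12 ± 0.17 and 15.25 ± 0.09. None of these 8 miRNAs passed an adjusted p under 0.05 in limma. The 10 most abundant miRNAs held 72.3% ± 5.80 (SD, n = 3) of the back-transformed values in Control and 72.7% ± 5.64 (SD, n = 3) in NEC (exact two-sided permutation test, p = 0.8, where 3 libraries against 3 cannot go below 0.1).
Small RNA libraries were made from the intestine of C57BL/6J mouse pups, 3 from the NEC group and 3 from the Control group, and read as 50 nt single-end reads. From day 5 the NEC group received formula by gavage every 4 h and was exposed to hypoxia for 100 s and to cold at 4 °C for 10 min, for 4 days, and the Control group stayed with the dam. The sources used here do not say whether each library came from a separate pup, so the p-values measure the spread between libraries, which may be technical. The authors' deposited table gives 604 miRNAs as normalized values on a log2 scale. The transformation is not named in the sources used here, and low values lie close to their mean over libraries, so a difference on this scale is not a fold change of counts. The table holds no counts, so the depth of each library is unknown. The median value per library was 4.78 to 5.01. The values were compared as deposited with limma, after a minimum of 3.32 on the log2 scale in at least 3 libraries left 386 miRNAs. Control replicates 1 and 2 and NEC replicates 2 and 3 carry codes of one series, called code series 1 here, and Control replicate 3 and NEC replicate 1 those of another, code series 2. Spearman's correlation across miRNAs was 0.973 to 0.990 between libraries of one code series and 0.923 to 0.943 between libraries of different series, and miRNAs are not independent replicates. With the condition as a covariate in limma, 222 of the 386 miRNAs differed between the code series at an adjusted p under 0.05, 98 higher and 124 lower in series 2. The share of the 10 most abundant miRNAs was 68.2% to 70.8% in code series 1, and in code series 2 it was 78.9% in Control replicate 3 and 79.0% in NEC replicate 1.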

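Among the 15 miRNAs that the study selected, 10 were higher and 5 were lower in NEC than in Control, and each had the same direction within both code series. The log2 differences were 0.72 to 1.13 in size. One of the higher miRNAs, miR-27a-5p, had a log2 value of 6.78 ± 0.09 (SD, n = 3) in Control and 7.59 ± 0.11 (SD, n = 3) in NEC, a difference of 0.81 (standard error 0.22, adjusted p = 0.998 from limma). The difference was 0.91 in code series 1 and 0.61 in code series 2. In limma with the code series as a covariate, the unadjusted p of miR-27a-5p was 0.000563. The smallest adjusted p of any miRNA in that fit was 0.109. The other arm of its hairpin, miR-27a-3p, had a log2 difference of -0.10 (standard error 0.37). The lower miR-1843a-3p lay under the minimum for testing, with log2 values of 2.86, 2.94 and 1.51 in Control and 1.48, 1.42 and 1.58 in NEC. In 11 of the 15 the Control and NEC values did not overlap, but the paper chose the 15 for a difference between these libraries. Among all 386 miRNAs tested, the values of 38 did not overlap.

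**Figure D1:**
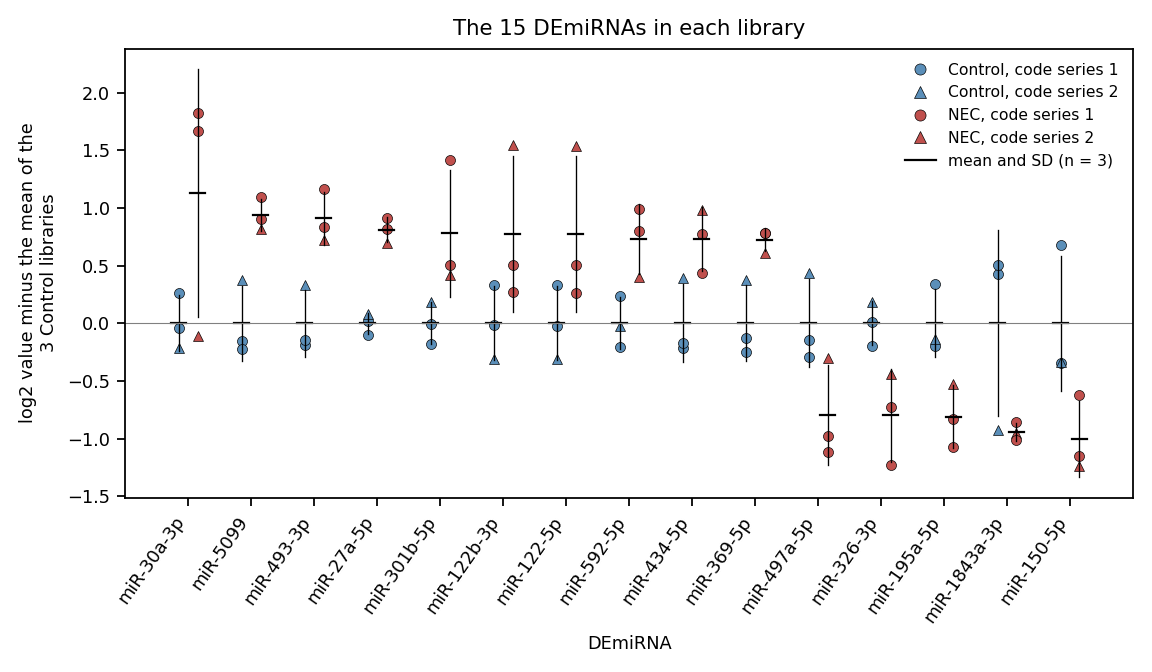
Log2 value of each of the 15 DEmiRNAs in each library, minus the mean of the 3 Control libraries. Circles are libraries of code series 1 and triangles those of code series 2, and horizontal and vertical lines give the mean and SD of each group. For miR-30a-3p the NEC triangle lies with the Control libraries, and for miR-122-5p and miR-122b-3p it lies above all other libraries.

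Of the 13 DEmiRNAs tested, 10 had an unadjusted p under 0.05 in limma in the study's direction, 6 higher and 4 lower. None passed an adjusted p over all miRNAs tested, and none when adjusted over the list alone, where the smallest adjusted p was 0.0505. Adjusted over the higher and the lower DEmiRNAs apart, 2 of 9 and 4 of 4 passed. With the code series as a covariate, 13 had an unadjusted p under 0.05 and 13 passed when adjusted over the list alone. The list was chosen on these libraries, so neither its direction nor this count is independent evidence. The list also counts miR-122-5p and miR-122b-3p apart, although their values moved together across the 6 libraries. No miRNA tested had a log2 difference above 1.2 on the deposited scale at any p, the largest being 1.18 in size. The study's 2 thresholds together could therefore not be met here. The count of 10 became 2 without Control replicate 1, 2 without NEC replicate 2 and 6 without NEC replicate 3. It stayed above 6 when any other single library was left out, and fewer libraries also lower the power of the test.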

15 differentially expressed miRNAs (DEmiRNAs) were found, including five downregulated miRNAs and 10 upregulated miRNAs (Figures 1A, B).

**FIGURE 1:**
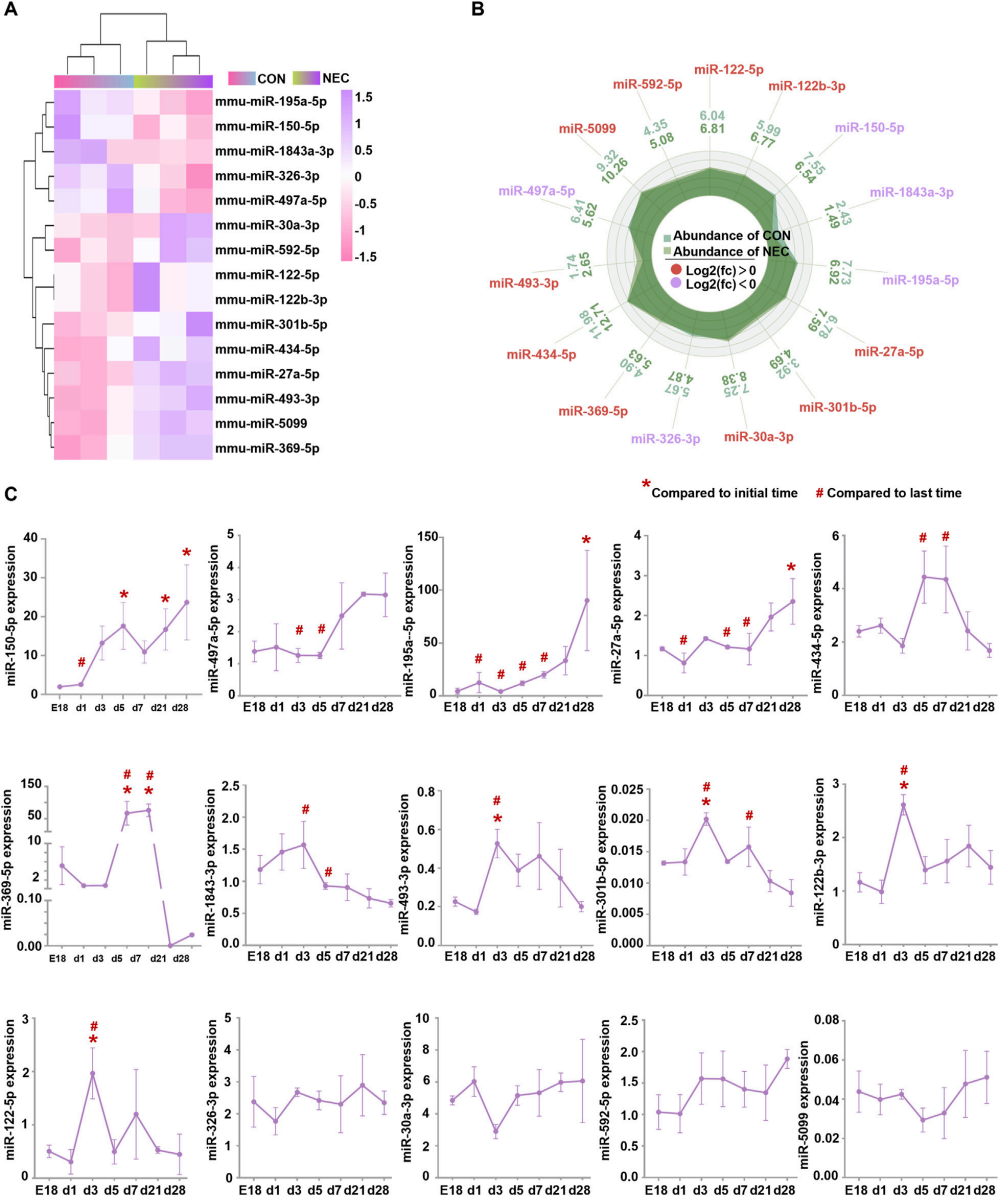
DEmiRNAs are involved in intestinal development. **(A)** Heatmap of fifteen DEmiRNAs (|log2 (Fold Change) | > 1.2, *p* < 0.05) between NEC and control groups. The color in heatmap reflects the degree of expression. High expression is showed in purple and low expression is showed in pink. **(B)** Histogram of DEmiRNAs. High and low expression of genes respectively based on the cut-off values of log2 (Fold Change). **(C)** The levels of DEmiRNAs were measured by quantitative RT-PCR at E18, day 1, day 3, day 5, day 7, day 21 and day 28. Results were expressed as mean ± SEM. Initial time: mice at embryonic day 18 (E18); Last time: postnatal day28.

We analyzed the expression pattern of these DEmiRNAs during the intestinal development process. Ileum were harvested from C57BL/6J mice at embryonic day 18 (E18) and postnatal days (d)1, 3, 5, 7, 21 and 28. PCR results revealed that 11 miRNAs changed during the intestine development, excepting miR-326-3p, miR-30a-3p, miR-592-5p, miR-5099 (Figure 1C). Additionally, we found a significant increase in the expression levels of miR-150-5p, miR-497a-5p, and miR-195a-5p from birth to day 28. However, their expression levels were downregulated in our NEC tissues by high-throughput sequencing analysis. 

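All 3 miRNAs were lower in the NEC libraries, within both code series. The log2 value of miR-150-5p, a miRNA of mature lymphocytes, was 7.55 ± 0.59 (SD, n = 3) in Control and 6.54 ± 0.33 (SD, n = 3) in NEC, a log2 difference of -1.003 (standard error 0.36, adjusted p = 0.998 from limma). The difference was -1.05 in code series 1 and -0.90 in code series 2. Without Control replicate 1 it was -0.66. The value of miR-195a-5p was 7.73 ± 0.30 in Control and 6.92 ± 0.27 in NEC (log2 difference -0.81, standard error 0.27), with -1.02 in code series 1 and -0.38 in code series 2. For miR-497a-5p it was 6.41 ± 0.38 in Control and 5.62 ± 0.44 in NEC (log2 difference -0.80, standard error 0.33), with -0.83 and -0.73 in the code series. For each of the 3 miRNAs every Control value lay above every NEC value (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). In limma with the code series as a covariate, unadjusted p was 0.00721 for miR-150-5p, 0.00538 for miR-195a-5p and 0.000499 for miR-497a-5p. No miRNA passed an adjusted p under 0.05 in that fit.
The hairpins of miR-497a and miR-195a are neighbours on chromosome 11 of GRCm38, from 70234717 to 70234800 and from 70235042 to 70235135 on the plus strand, and both miRNAs belong to the miR-15/16 family, which shares 1 seed and is known to restrain the cell cycle. All 6 tested members of this family were lower in NEC. The log2 difference was -0.47 (standard error 0.30) for miR-16-5p and -0.52 (standard error 0.32) for miR-15b-5p. Only miR-195a-5p and miR-497a-5p had an unadjusted p under 0.05, and no member passed when adjusted over the list alone or over all miRNAs. When the code series was a covariate, 5 of the 6 passed over the list alone, and none over all miRNAs. The median difference of the family was -0.54, with an adjusted p of 8.96e-06 over 20 lists from camera with a preset correlation, and an adjusted p of 0.193 with an estimated correlation. The family's median was -0.75 in code series 1 and -0.15 in code series 2. Of 6 miRNAs of leukocytes, miR-150-5p was 1 of 5 that were lower, with -0.11 (standard error 0.36) for miR-146a-5p and -0.09 (standard error 0.51) for miR-342-3p, and the list did not pass (camera, adjusted p = 0.224).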

MiR-434-5p, miR-369-5p, miR-493-3p, miR-301b-5p, miR-122b-3p, and miR-122-5p showed a significant increase in expression levels from birth to about day 3 or day 5 but subsequently decreased back to embryologic levels, nevertheless their expression levels were upregulated in our NEC tissues by high-throughput sequencing analysis. 

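In the NEC libraries, miR-122-5p, a miRNA that is best known as the main miRNA of hepatocytes, had log2 values of 7.58, 6.54 and 6.30 in replicates 1, 2 and 3, against 6.37, 6.02 and 5.73 in Control. The means were 6.81 ± 0.68 (SD, n = 3) and 6.04 ± 0.32 (SD, n = 3). The log2 difference was 0.77 (standard error 0.38, unadjusted p = 0.0825 and adjusted p = 0.998 from limma), and the exact two-sided permutation test gave p = 0.2, where the smallest possible p is 0.1. The difference was 0.23 in code series 1 and 1.85 in code series 2, and 0.39 without NEC replicate 1. With the code series as a covariate in limma the unadjusted p was 0.0440 and the adjusted p 0.264. The hairpin of miR-122 lies on chromosome 18 of GRCm38 from 65248861 to 65248926 on the plus strand. The miRNA miR-122b-3p comes from the opposite strand of this locus and had a log2 difference of 0.77 (standard error 0.38). Its value lay below that of miR-122-5p by nearly the same amount in each library (mean difference -0.041, SD 0.0047, n = 6). The 2 entries thus moved as 1 in these libraries, and miR-122b-3p is no separate evidence beside miR-122-5p. How reads were assigned to the strands is not given in the sources used here.
The miRNAs miR-434-5p, miR-369-5p and miR-493-3p lie in the imprinted Dlk1-Dio3 cluster of chromosome 12, a large group of miRNAs made from the maternal chromosome. The log2 value of miR-434-5p was 11.98 ± 0.34 (SD, n = 3) in Control and 12.71 ± 0.28 (SD, n = 3) in NEC, a difference of 0.73 (standard error 0.28, adjusted p = 0.998 from limma), with 0.80 in code series 1 and 0.59 in code series 2. For miR-369-5p it was 4.90 ± 0.33 in Control and 5.63 ± 0.10 in NEC (difference 0.72, standard error 0.26), with 0.97 and 0.23 in the code series. The low-abundance miR-493-3p, under the minimum for testing, was at 1.74 ± 0.29 in Control and 2.65 ± 0.23 in NEC. Outside the cluster, miR-301b-5p was at 3.92 ± 0.18 in Control and 4.69 ± 0.55 in NEC (difference 0.78, standard error 0.33), with 1.05 in code series 1 and 0.24 in code series 2, and 0.46 without NEC replicate 2. In limma with the code series as a covariate, unadjusted p was 0.00155 for miR-434-5p, 0.00461 for miR-369-5p and 0.0224 for miR-301b-5p. No miRNA passed an adjusted p under 0.05 in that fit.

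**Figure D2:**
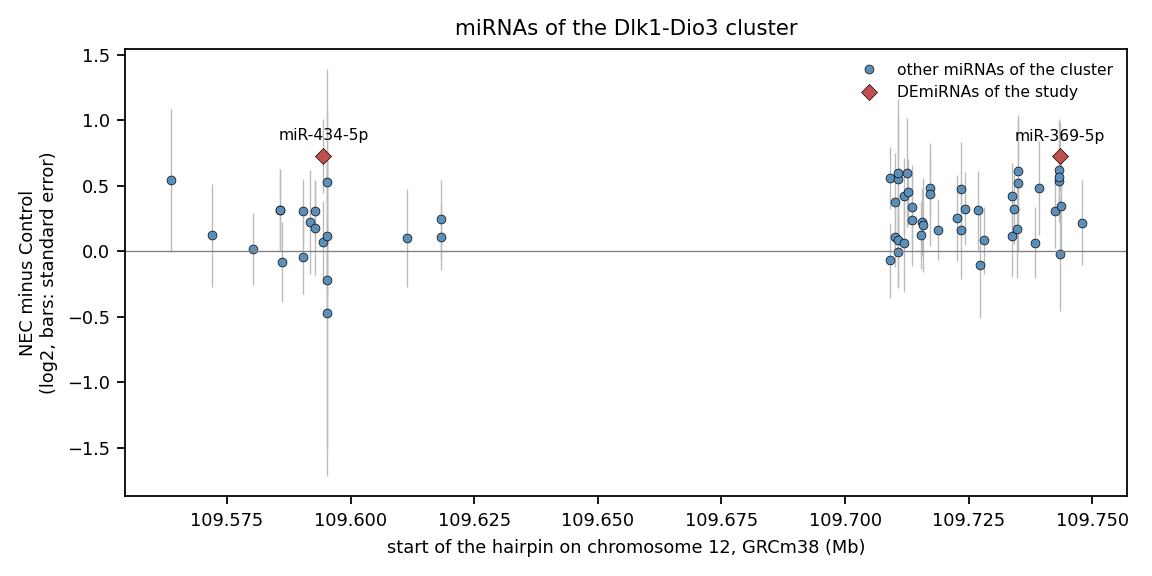
Log2 difference between NEC and Control (vertical axis, bars give the standard error from limma) of the 63 tested miRNAs of the Dlk1-Dio3 cluster, placed by the start of their hairpin on chromosome 12 of GRCm38 (horizontal axis, Mb). Each point is 1 mature miRNA and diamonds mark the DEmiRNAs of the study that were tested. Most points lie above 0, with 55 above and 8 below.

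The cluster's tested miRNAs span chromosome 12 of GRCm38 from 109563692 to 109747960. Of the 63, 55 were higher and 8 lower in NEC, 2 had an unadjusted p under 0.05, and none passed an adjusted p, over all miRNAs or when adjusted over the list alone. In the fit with the code series as a covariate, 14 had an unadjusted p under 0.05, all of them higher, and again none passed an adjusted p. The abundant miR-381-3p had a log2 difference of 0.31 (standard error 0.30), miR-127-3p of 0.18 (standard error 0.36) and miR-379-5p of 0.56 (standard error 0.24). The median was 0.25 over all libraries, 0.27 in code series 1 and 0.23 in code series 2. As a list it passed camera with a preset correlation (adjusted p = 3.53e-08), while with an estimated correlation the adjusted p was 0.147. Without the DEmiRNAs tested, the median of the other 61 was 0.24, and the unadjusted p from limma's camera was 6.73e-08 with the preset correlation and 0.0353 with an estimated one (0.0837 with the code series as a covariate as well). The list was written after Table S1 had been read. Its members are not all separate, since miR-337-5p and miR-3544-3p overlap on opposite strands and had differences of 0.316 and 0.317.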

No significant changes were observed in miR-326-3p, miR-30a-3p, miR-592-5p, and miR-5099. However, their expression levels were dysregulated in the NEC tissues by high-throughput sequencing analysis (Table 1). These findings suggested that most of the DEmiRNAs changed and maybe involved in the maturation process of intestine and the progress of NEC.

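In the sequenced libraries miR-30a-3p, miR-592-5p and miR-5099 were higher and miR-326-3p was lower in NEC. The log2 value of miR-30a-3p was 7.25 ± 0.24 (SD, n = 3) in Control and 8.38 ± 1.07 (SD, n = 3) in NEC, a log2 difference of 1.13 (standard error 0.52, adjusted p = 0.998 from limma). It was 8.92 and 9.08 in NEC replicates 2 and 3 and 7.15 in NEC replicate 1, against 7.04 in Control replicate 3 of the same code series, a difference of 0.11. Without NEC replicate 1 the log2 difference was 1.75. The other arm of the hairpin, miR-30a-5p, had a log2 difference of -0.14 (standard error 0.28). For miR-5099 the values were 9.32 ± 0.32 in Control and 10.26 ± 0.14 in NEC (log2 difference 0.94, standard error 0.26), with a difference of 0.45 in code series 2. For miR-592-5p they were 4.35 ± 0.23 and 5.08 ± 0.30 (log2 difference 0.73, standard error 0.27), with 0.88 in code series 1 and 0.43 in code series 2. The value of miR-326-3p was 5.67 ± 0.19 in Control and 4.87 ± 0.40 in NEC (log2 difference -0.80, standard error 0.28), with -0.89 and -0.62. The Control and NEC values did not overlap for miR-5099, miR-592-5p and miR-326-3p, and overlapped for miR-30a-3p. In limma with the code series as a covariate, unadjusted p was 0.00624 for miR-30a-3p, 0.00118 for miR-5099, 0.0044 for miR-592-5p and 0.00249 for miR-326-3p. No miRNA passed an adjusted p under 0.05 in that fit. The paper sets the sequencing differences beside its PCR series over development, and from both proposes that most DEmiRNAs may take part in the maturation of the intestine and in NEC.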

**TABLE 1:** The expression level of DEmiRNAs in the intestinal maturation process and the progress of NEC.

MiRNA name	Expression level	
	In the intestinal maturation process	In the NEC progress
miRNA-150-5p, miR-497a-5p, and miR-195a-5p	↑	↓
miR-434-5p, miR-369-5p, miR-493-3p, miR-301b-5p, miR-122b-3p, and miR-122-5p	↓^*^	↑
miR-326-3p	→	↓
miR-30a-3p, miR-592-5p, and miR-5099	→	↑
miR-27a-5p	↑	↑
miR-1843-3p	↓	↓

↑: significantly upregulated; ↓: significantly downregulated.

→: no significant changes; *: increased initially to d3/d5, followed by a decrease.

### Prediction of DEmiRNA targets and construction of DemiRNA-mRNA regulatory network

To predict the function of DEmiRNAs, we constructed the regulatory network combined with the expression prolife of mRNA. We screened all identified genes by applying the certain criteria (*p*_adj_ < 0.05) and finally identified a total of 1212 DEmRNAs (Figure 2A). Considering the potential roles of these 1212 DEmRNAs, we performed the KEGG, which showed significant enrichment in 12 pathways, primarily associated with immune response (cytokine-cytokine receptor interaction and inflammatory mediator regulation of TRP channels) as well as metabolism pathway (bile secretion, metabolism of cytochrome P450 and amino acid metabolism) (Figure 2B). The putative targeted DEmRNAs of DEmiRNAs were predicted using four bioinformatic algorithms (TargetScan 8.0, miRDB, DIANA-TarBase and miRTarBase) where a gene was considered a candidate if it was predicted in at least one database. Since miRNAs typically downregulate their target mRNA expression, we further narrowed down the candidate range by selecting genes reversely expressed with miRNA. Removing the duplicated mRNAs, a miRNA-mRNA network was formed by 10 upregulated miRNAs and 89 downregulated mRNAs, and another miRNA-mRNA network was formed by five downregulated miRNAs and 96 upregulated mRNAs (Figures 2C, D). Consequently, the comprehensive analysis led to the identification of 185 target genes which potentially regulated by the DEmiRNAs.

**FIGURE 2:**
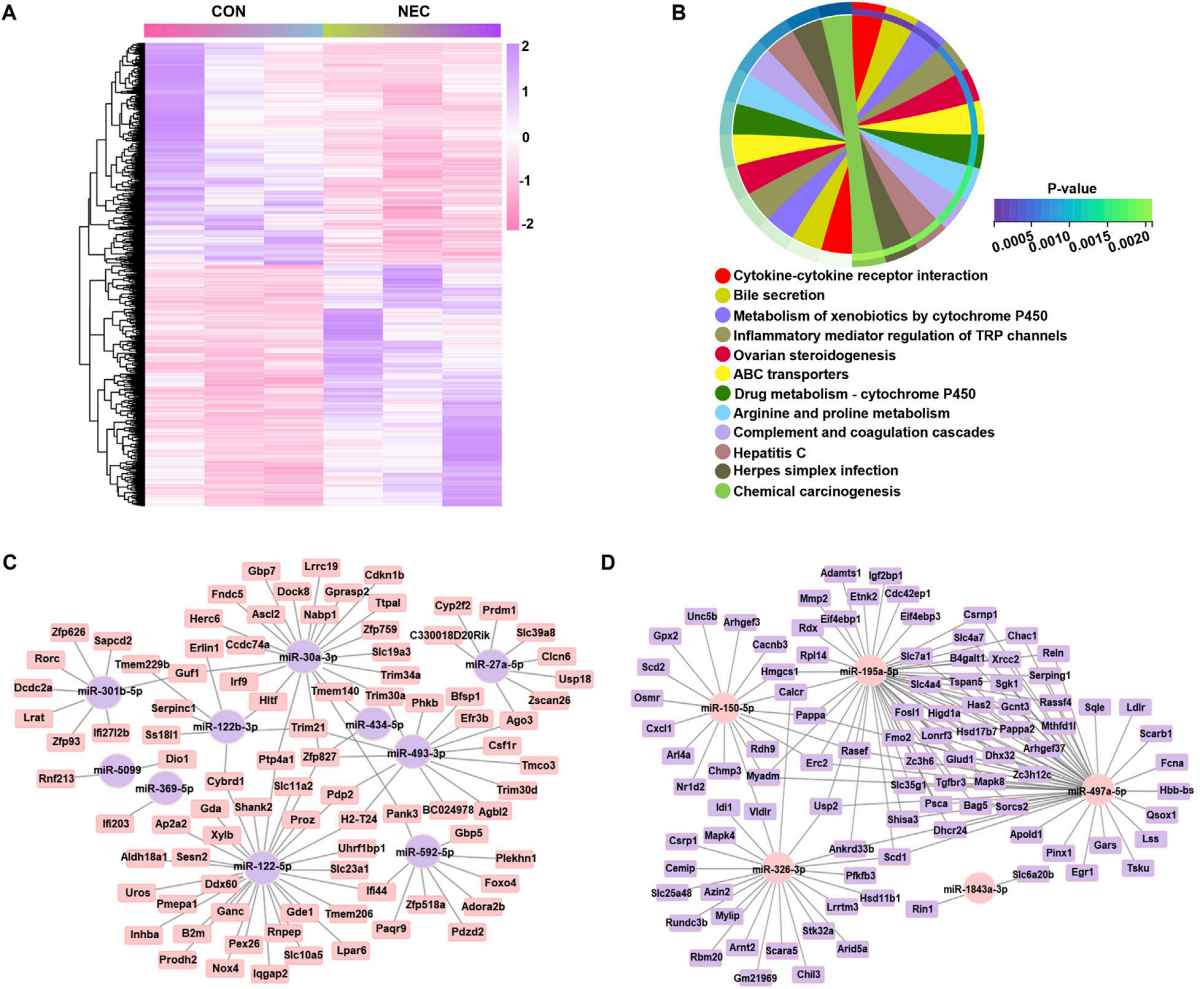
Gene co-expression network regulated by DEmiRNAs. **(A)** Heatmap of DEmRNAs (|log2 (Fold Change) | > 1, *p* < 0.05) in two groups, with each line representing a DEmRNA. High levels are shown in purple; low levels are shown in pink. **(B)** KEGG pathways significantly enriched with altered genes, as analyzed with the DAVID tool (dashed line: *p*-value equal to 0.05). **(C)** The regulatory network of upregulated miRNAs. **(D)** The regulatory network of downregulated miRNAs. Elliptical nodes represent miRNA; Square nodes represent mRNA; Purple represents upregulated miRNA or mRNA; Pink represents downregulated miRNA or mRNA; Black lines represent connections between mRNA and miRNA. The network was visualized using Cytoscape version 3.6.0 software.

### Functional analysis of DEmiRNAs and target mRNAs

The 185 targeted mRNAs were analyzed using the DAVID functional annotation tool, which elucidates the biological significance of large gene lists. The BP terms of these genes were mainly enriched in oxidation-reduction process, cell migration process and especially metabolic process, including oxidation-reduction process, cholesterol biosynthetic process, steroid biosynthetic, steroid metabolic process, cholesterol metabolic process, lipid metabolic process, sterol biosynthetic, sterol metabolic process, and monounsaturated fatty acid biosynthetic process. The CC terms indicated enrichment for membrane-related functions, likely due to the receptor roles of some genes. The MF terms of the 185 targeted mRNAs included oxidoreductase activity, palmitoyl-CoA 9-desaturase activity, very-low-density lipoprotein particle receptor activity and hydrolase activity, supporting their involvement in metabolic process (Figures 3A–C). Importantly, five canonical pathways and their associated genes were annotated by KEGG pathway analysis. The result showed that the metabolic pathway encompasses genes related to steroid biosynthesis (*SQLE, LSS, HSD17B7, DHCR24*), arginine/proline metabolism (*ALDH18A1, PRODH2, AZIN2*), other amino acid metabolism (*GLUD1, MTHFD1L*), and glucose metabolism (*B4GALT1, GCNT3, GANC, XYLB*). Additionally, the vitamin digestion and absorption pathway (*LRAT, SCARB1, SLC19A3*) was also annotated by KEGG (Figure 3D). Subsequently, the genes annotated by the KEGG were linked to their regulatory miRNAs, suggesting that miR-497a-5p and miR-195a-5p mainly participated in steroid biosynthesis and glucose metabolism, whereas miR-326-3p and miR-122-5p participate in the amino acid metabolism. The remaining miRNAs were also found involved in the additional metabolic processes (Figure 3E). Notably, miR-122-5p plays a crucial role in the metabolic pathway, especially in arginine metabolism, with its target genes being PRODH2 and ALDH18A1.

**FIGURE 3:**
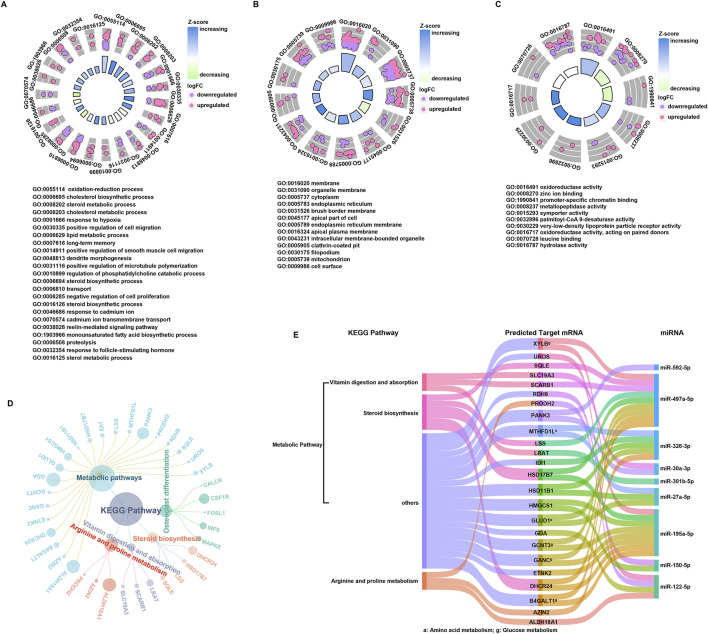
Functional annotation of DEmiRNAs and targeted mRNAs. **(A–C)** Histogram of GO classification for targeted mRNAs. The results were summarized into three main categories: biological process **(A)**, cellular component **(B)** and molecular function **(C)**. **(D)** KEGG pathways enriched in targeted mRNAs, and the corresponding mRNAs associated with each functional pathway were showed. **(E)** Key miRNAs regulatory network.

### MiR-122-5p affect arginine metabolism by regulating PRODH2 and ALDH18A1

Then, we validate the expression level of miR-122-5p in NEC, compared to the control group, the miR-122-5p expression was significantly increased in the NEC group in the human tissues and mice tissues (Figure 4A). To further characterize the genes potentially regulated by miR-122-5p and their roles in NEC, miR-122-5p target prediction was performed. This analysis identified PRODH2 and ALDH18A1 as potential target genes of miR-122-5p. The binding of seed region on miRNA-122-5p to the target 3′UTR sequence of PRODH2 and ALDH18A1 mRNA were illustrated (Figure 4B). *In vitro*, miR-122-5p was overexpressed by transducing miR-122-5p mimic into FHs74Int and IEC-6 cells which significantly decreased the mRNA expression levels of PRODH2 and ALDH18A1 in NEC (Figures 4C, D). *In vivo*, compared to the scrambled group, the miR-122-5p expression was significantly increased in the NEC group. However, miR-122-5p expression was downregulated by transfection of miR-122-5p inhibitor (Figure 4E). Subsequently, we investigated whether the miR-122-5p downregulation influenced the expression of PRODH2 and ALDH18A1 and the results revealed that they increased following transfection with the miR-122-5p inhibitor (Figure 4F). We measured the concentrations of 20 amino acids in intestinal tissues obtained from the NEC mice and their scrambled groups. The results showed that the concentrations of arginine, proline, tyrosine, isoleucine were significantly lower in the mice with NEC compared to the scrambled group. Notably, the arginine concentration was restored when transfected with miR-122-5p inhibitor (Figure 4G). These findings showed that miR-122-5p may regulate arginine metabolism by targeting PRODH2 and ALDH18A1.

**FIGURE 4:**
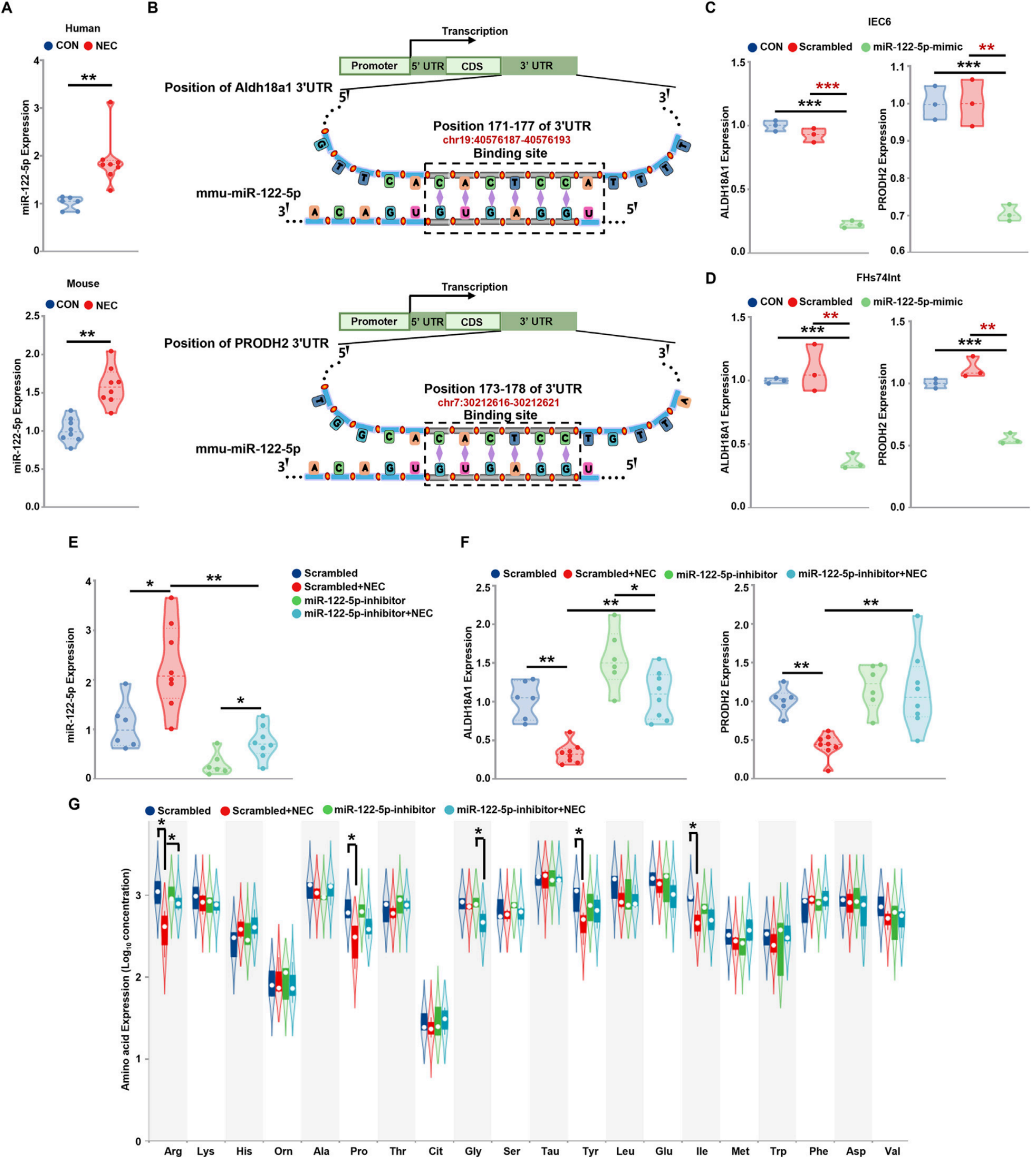
MiR-122-5p regulate NEC via PRODH2 and ALDH18A1 **(A)** The expression level of miRNA-122-5p in the human tissues and mice tissues. **(B)** Schematic diagram illustrated the binding site of miRNA-122-5p to PRODH2 and ALDH18A1 mRNAs. **(C, D)** PRODH2 and ALDH18A1 mRNAs expression level after miR-122-5p mimic sequence transfected IEC-6 cells and FHs74Int cells. **(E, F)** The statistics of miR-122-5p, PRODH2 and ALDH18A1 mRNAs levels in the scrambled group, miRNA-122-5p-inhibitor + scrambled group, NEC group, miRNA-122-5p-inhibitor + NEC group. **(G)** Analysis of intestinal amino acid concentrations (ug/g) in mice in the scrambled group, miRNA-122-5p-inhibitor + scrambled group, NEC group, miRNA-122-inhibitor + NEC group.

### MiR-122-5p inhibition alleviates intestinal injury by recovering intestinal stem cells and promoting intestinal regeneration in experimental NEC

Given that arginine can promote the healing of intestinal barrier through the self-renewal of ISCs (Hou QH. et al., 2020), we randomly allocated neonatal mice to either the scrambled group or NEC group, and then injected the mice with miR-122-5p inhibitor in both groups separately. The overall survival rate of the NEC group was significantly lower than that of the scrambled group but the miR-122-5p inhibition markedly improved the survival rate in NEC group (Figure 5A). The body weight of the scrambled group increased more rapidly with a better nutritional status, while the NEC group showed stagnation or decline in body weight over 96h. When inoculating the miR-122-5p inhibitor, there is a tendency to gain weight comparing to the NEC group (Figure 5B). In addition, typical NEC-like injuries, such as expansion, gas accumulation and even intestinal hemorrhage, were observed in the NEC group. These injuries were alleviated by the miR-122-5p inhibitor (Figure 5C). The proliferation of ISCs maintains the integrity of intestinal epithelium in NEC. In our study, the influence of miR-122-5p was assessed by immunofluorescence in the intestinal tissues of the experimental mice. We visualized the epithelial proliferation (Ki67) and ISCs activity (Olfm4) by immunofluorescence to evaluate the intestinal regeneration (Figures 5D, E). Both the epithelial proliferation and ISCs activity were decreased at the bottom of crypts in NEC mice compared to the scrambled group, but these effects were rescued by miR-122-5p inhibitor.

**FIGURE 5:**
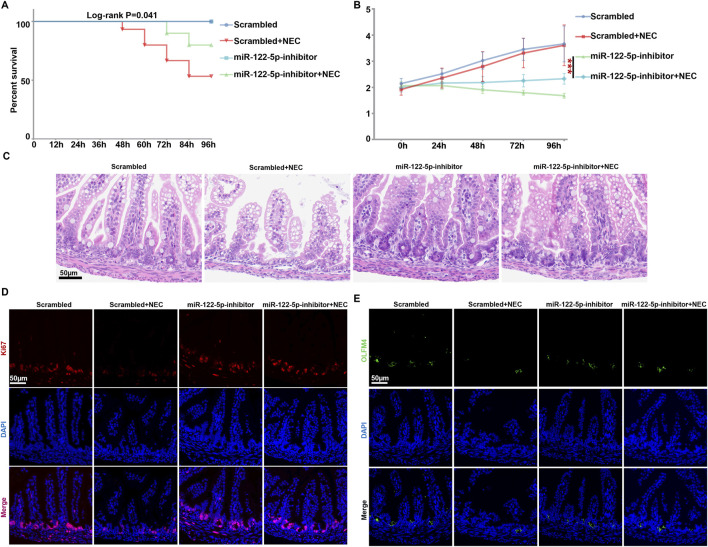
Intestinal proliferation and regeneration were rehabilitated with miR-122-5p inhibitor **(A)** Kaplan-Meier survival analysis of scrambled and NEC mice after transduction with miR-122-5p inhibitor. **(B)** Body weight of scrambled and NEC mice from each experimental group. **(C)** HE representative pictures of intestinal tissue from each experimental group. **(D–E)** Immunofluorescence representative micrographs of terminal ileum sections stained for Ki67 and Olfm4 from each experimental group.

## Discussion

NEC is a devastating gastrointestinal disease especially to premature infants with the risk of long-term complications, such as intestinal stenosis, short bowel syndrome, parenteral nutrition-associated cholestasis, and neurodevelopmental disorders (Bazacliu and Neu, 2019; Hosokawa et al., 2023). To date, lines of evidence have shown that certain miRNAs have already been confirmed to be effective biomarkers for NEC, and target genes of these miRNAs maybe candidate treatment sites for NEC (Wu et al., 2021; Zhu et al., 2021). MiR-122-5p has been investigated in various kinds of diseases, such as lung cancer, pulmonary arterial hypertension sepsis and myocardial injury (Zheng et al., 2023; Wan et al., 2021; Zhang et al., 2023). A previous study revealed that miR-122-5p can regulate cancer growth by targeting p53, hindered cell proliferation and migration, and promoted apoptosis, thus providing feasible molecular target for the developing targeted drugs (Zheng et al., 2023). Additionally, it has been reported that miR-122-5p plays a crucial function to attenuate neuropathic pain by inhibiting pyruvate dehydrogenase kinase 4 (PDK4) expression (Wan et al., 2021). In this study, we utilized the miRNA high-throughput sequencing and subsequent bioinformatics analysis to investigate the potential pathogenic miRNA network and crucial genes in NEC. Preliminarily, we found 604 miRNAs by miRNA high-throughput sequencing, among which15 DEmiRNAs were detected, including five downregulated miRNAs and 10 upregulated miRNAs in NEC samples. Subsequently, the DemiRNA-mRNA regulatory network was constructed. The enrichment analysis demonstrated that miR-122-5p plays an important part in the pathogenesis of NEC by targeting the transcription factors ALDH18A1 and PRODH2, and the DEmRNAs were significantly enriched in metabolism pathway, including arginine metabolism.

Arginine is an amino acid that acts as a precursor for proteins and nitric oxide synthase, can be synthesized in small intestine (Shah et al., 2017). It has been revealed that low expression level of circulating arginine is associated with the occurrence of NEC. The inhibition of histone deacetylase 8 (HDAC8) expression facilitates arginine synthesis via acetylation of histone three lysine9 (acetyl-H3K9) regulation thus protecting mice from NEC (Guo et al., 2023). Additionally, dietary supplementation of L-arginine has been confirmed to reduce the severity of intestinal injury by promoting nitric oxide synthesis in an experimental model of hypoxemia/reoxygenation-induced NEC (Akisu et al., 2002). Premature infants have low arginine and intake, Kam and colleagues discovered that the expression of arginine synthesizing enzymes, including ALDH18A1, ASL, ASS1, CPS1, GLS, OAT, OTC and PRODH were significantly decreased in the in NEC tissues (Leung et al., 2016). This finding is consistent with our result that arginine concentration was significantly decreased in the NEC group. In this study, miR-122-5p inhibitor showed a protective role in NEC mice, increasing the arginine concentration after transfection of the miR-122-5p inhibitor. Furthermore, our RT-qPCR results showed that transfection of miR-122-5p inhibitor can lead to the increasing expression of PRODH2 and ALDH18A1 both in the IEC-6 cells and the mice samples. These outcomes revealed that miR-122-5p downregulation can maintain the arginine metabolism via increasing the expression level of PRODH2 and ALDH18A1, thus exerting a valid protective role to NEC.

Although the pathogenesis of NEC remains incompletely understood, an acquired loss of ISCs may provide a partial influence, resulting in a gross inability to recover intestinal mucosa (Di et al., 2022; Kim et al., 2022). The ISCs were localized within the intestinal crypts and play a pivotal role for damage-induced intestinal regeneration to maintain the integrity and viability of the epithelial layer (Snippert et al., 2010; Huan et al., 2017). Previous study has demonstrated that intestinal injury leads to expansion of ISCs and facilitates cell proliferation, thereby preventing further damage to intestine (Liu et al., 2023). It has been demonstrated that activation of Toll-like-receptor 4 (TLR4) on ISCs induced endoplasmic reticulum (ER) stress, leading to ISCs apoptosis and NEC (Afrazi et al., 2014). Additionally, the Wnt/β-catenin signaling pathway, BMP, growth factors, and Notch cascades were proved to be essential for the proliferation and maintenance of ISCs (Schuijers and Clevers, 2012; Li et al., 2019). As for the influence of L-arginine on ISCs, mice and small intestinal (SI) organoid models were conducted, revealed that L-arginine supplementation stimulated Wnt2b secretion in CD90^+^ stromal cells through the mammalian target of rapamycin complex 1 (mTORC1) signaling pathway, thus induce the expansion of the ISC (Hou Q. et al., 2020). In the present study, compared with the control group, the proliferation and ISCs activity were decreased in the NEC group, but were rescued by miR-122-5p inhibitor treatment.

In summary, we have identified miR-122-5p was highly expressed in the NEC, while miR-122-5p inhibitor can act as a protective factor in NEC development via regulating arginine metabolism. The interactions of miR-122-5p, PRODH2, ALDH18A1and arginine provide a new potential target for diagnostic and therapeutic option for NEC.

However, there still exists some limitations. For instance, it is still urgently needed to reveal the signaling pathways that might be involved in the regulatory mechanism of miR-122-5p. Further exploration is needed in the future.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/ GSE212694, GSE286479.

How the deposited data were processed for this re-analysis (not part of the article)

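Small RNA of mouse intestine was measured in 3 NEC and 3 Control libraries. The authors' deposited table gives 604 miRNAs as normalized log2 values, 1 column per library, and each column was matched to its library by the code in the labels. No column of values was left unmatched. According to the paper, the libraries were made with a small RNA kit and read as 50 nt single-end reads, and DESeq2 (version 1.34.0) was used by the authors. The submitters' processing notes name the genome build mm10. The aligner, the counting tool, the miRNA annotation and the transformation to log2 values are not given in the sources used here. The values are no whole numbers, their group means equal those printed in Fig. 1B, and low values lie close to their mean over libraries. Depth per library is therefore unknown, and no counting interval or floor is given.

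From these values, miRNAs with a log2 value of at least 3.32, which is a back-transformed value of 10, in at least 3 libraries were tested, and 386 of 604 remained. NEC and Control were compared with limma (version 3.58.1, R version 4.3.3) on the values as deposited, with no covariate, moderated by its empirical Bayes step, two-sided, with Benjamini-Hochberg adjustment over the 386 miRNAs. A count model had been planned before the data were examined, and was replaced because the table holds no counts. For normalized values, log2 of the value plus 1 had been planned, but the values are already on a log2 scale, so that this became an alternative on back-transformed values. Lists of miRNAs were tested with camera at a preset correlation of 0.01, and with a correlation estimated per list, over the 20 lists with at least 2 tested members. The lists cover the study's higher and lower DEmiRNAs, the Dlk1-Dio3 cluster, cell types (intestinal epithelium, smooth muscle and mesenchyme, striated muscle, leukocytes, red blood cells, endothelium, liver, pancreas, neurons), inflammation, hypoxia, the miRNAs named in the paper's introduction, and the families let-7, miR-15/16, miR-17/92, miR-378, miR-26, miR-30 and miR-23/27/24. They were written before the deposited values were examined, but after the whole of Table S1 had been read, so its fold changes of their members had been seen. Single values were compared with an exact two-sided permutation test, which cannot go below p = 0.1 with 3 libraries against 3.

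The miRNAs named in the text are those the paper names, the 6 with the smallest p in each direction, the 8 with the largest mean and, for each list described, up to 4 tested members with the largest mean. Table S1 had been read when this rule was written.

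The library codes of the labels form 2 code series. Differences between NEC and Control were also computed within each series, and with the code series as a covariate. A test on simulated data drew values for the 386 miRNAs around the real means, with 40 changed miRNAs, over 20 simulations of the comparison of NEC with Control. With the real difference between the code series and no covariate, 1.07% of log2 differences of 0.75, 48.1% of 1.5 and 90.8% of 3 were recovered at an adjusted p under 0.05, with 0.15 false calls on average. With the code series as a covariate, 60.7%, 92.7% and 99.2% were recovered, with 2 false calls on average.

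Coordinates are those of GRCm38, and GC content was taken from the side of the hairpin that holds the miRNA, for 586 of 604 miRNAs. Seed sites were searched in annotated 3′UTRs. The alternatives tried were shifts of each library by its median deviation, by its 75th percentile and by its back-transformed total with and without the 10 most abundant miRNAs, no filter, a minimum of 5.64 on the log2 scale (a back-transformed value of 50), a robust fit, added constants of 0.1, 1 and 5, leaving out each library, the replicate number as a block, and the code series as a covariate or code series 1 alone. The mRNA, PCR, human tissue and cell experiments of the paper were not analysed here.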

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

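The tests of cell types between the code series, of mesenchyme and of the Dlk1-Dio3 cluster within the code series were chosen after the result had been seen (for mesenchyme, in Table S1), as was the count at an unadjusted p under 0.05. The code series of the library codes, on which the paper does not report, separated the libraries more than NEC did. With the condition as a covariate, 222 of 386 miRNAs differed between the series at an adjusted p under 0.05 in limma, and the first principal component, which parted the series, held 74.2% of the variance. After a trend on GC content was taken out of each library, 79.6% of the 216 such miRNAs with a GC value still differed, which argues against GC content as the whole cause. The difference between the series did go with GC content (Spearman's rho -0.301 across 375 miRNAs). Median GC content was 45.9% for the miRNAs higher in series 2 and 52.6% for those lower, so GC content as a part of the cause stays open. The differences of the 5p and the 3p arm of a hairpin had a Spearman's rho of 0.312 across 92 hairpins, and of 29 hairpins with both arms past the threshold 7 moved in opposite directions. Arm ratios can differ between cell types, so a different mix of cells and a difference in library preparation or sequencing cannot be told apart, and the design names no biological factor between the series to test.

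The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. At an adjusted p under 0.05 the real split gave 0 miRNAs and another at most 1, and past an unadjusted p of 0.05 and a log2 difference of 1.2 the real split gave 0 and another at most 20. With a count of 0, all 10 splits give as many by construction, so these 2 comparisons say nothing about chance. At an unadjusted p under 0.05 the real split gave 11 and another at most 90, with as many in 5 of the 10 splits. The 5 other splits that balance the code series as the real one does gave 0 to 3. The 4 splits that keep Control replicate 3 and NEC replicate 1 on one side gave 49 to 90, which points to the structure of the samples by code series, and with the code series as a covariate the real split gave 70. Of the lists, 6 passed camera in the real split and at most 9 in another, with as many in 2 of the 10. The 6 include the study's higher and lower lists and that of liver, which holds only DEmiRNAs. These were chosen for a difference in the real split, so the count of 6 is in part fixed in advance.

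The 63 tested miRNAs of the Dlk1-Dio3 cluster, most of which the paper does not discuss, passed camera as a list with a preset correlation (adjusted p = 3.53e-08, median log2 difference 0.25), but not with an estimated one (adjusted p = 0.147). After a trend on GC content was taken out, the median was 0.24, which argues against GC content. The list of smooth muscle and mesenchyme had a median of -0.0539 (SD of its members 0.16), which argues against more of the cells it marks as a whole. Its members ranged from -0.39 (miR-145a-5p) to 0.17 (miR-199a-5p), so more of 1 kind of mesenchyme alone in the NEC libraries stays open. Each group holds 2 libraries of code series 1 and 1 of code series 2, so a difference between the series cancels by design, and the smaller of the cluster's medians within the series (0.23) does not test it. The lists of neurons (5 of 5 higher, median 0.18) and red blood cells (4 of 4 higher, median 0.34) were higher as well, neither past camera in the main fit (red blood cells at an adjusted p of 0.0309 with the code series as a covariate, and 0.494 with an estimated correlation as well), so a different share of such cells stays open. The red blood cell members miR-486a-5p and miR-486b-5p come from opposite strands of 1 locus, with differences of 0.326 and 0.332, and are not separate. Another split, Control replicate 1 with NEC replicates 1 and 2 against the rest, gave the cluster a median of 0.20 in size (camera, adjusted p = 7.73e-07). That split shares with the real one the NEC contrast of code series 2, but not that of code series 1. NEC, other differences between the pups and technical differences between the libraries stay open, as untested.

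The miR-15/16 family, of which the paper discusses miR-195a-5p and miR-497a-5p, passed camera at an adjusted p of 8.96e-06 with a median log2 difference of -0.54 (0.193 with an estimated correlation), and its median was -0.75 in code series 1 and -0.15 in code series 2. Another split that balances the code series, Control replicates 1 and 2 with NEC replicate 1 against the rest, gave it a median of 0.46 in size (camera, adjusted p = 0.000307). This split keeps the NEC contrast of code series 1 and exchanges only the libraries of code series 2. It thus carries most of the real contrast and is no separate comparison. The split of Control replicates 1 and 3 with NEC replicate 1 gave the family a median of 0.62 (camera, adjusted p = 0.145). That split puts both libraries of code series 2 on one side, so its value mixes in the difference between the series. The miR-378 family, made in part from the Ppargc1b locus, had all 5 tested members lower in NEC, none of them at an adjusted p under 0.05, with -0.52 (standard error 0.32) for miR-378a-3p, and passed camera at an adjusted p of 0.00306 (0.471 with an estimated correlation). Without Control replicate 1 its adjusted p was 0.0696 and without NEC replicate 1 it was 0.116.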

How the results depend on the processing

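The shifts of the values, the log2 minima and the count at an unadjusted p under 0.05 were chosen after seeing the data, in place of planned settings for counts. DESeq2 and thinning were not run, since the table holds no counts. No cause was tested for the changes below, apart from fewer miRNAs or libraries where a setting leaves some out. At an adjusted p under 0.05 the count of 0 miRNAs was 2 in code series 1 alone and 0 under the other alternatives. The count past the study's thresholds was 1 in code series 1 alone, and 0 to 2 without 1 library. The 11 miRNAs at an unadjusted p under 0.05 became 18 with the shift by the total without the 10 most abundant miRNAs, 21 with no filter, 70 with the code series as a covariate, 68 in code series 1 alone, and 3 to 33 without 1 library. Of the study's 15, the 10 with an unadjusted p under 0.05 became 6 at the higher minimum and 2 to 9 without 1 library. The log2 difference of miR-122-5p was 0.77 with the code series as a covariate, then past an unadjusted p of 0.05, and 0.39 to 1.02 without 1 library. The 6 lists past camera became 1 with an estimated correlation, 1 with fry, and 4 to 8 without 1 library. With an estimated correlation and with fry the list left was that of the study's higher DEmiRNAs, chosen on these libraries. There were 7 with the code series as a covariate, with red blood cells and let-7 gained and liver lost, and 0 with an estimated correlation as well (smallest adjusted p = 0.310). The lists were not recomputed with the shifts by the 75th percentile and by the total without the 10 most abundant miRNAs, with no filter or with the robust fit.

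Some differences and list medians changed sign, none of them past a threshold in the main fit. The median of the striated muscle list was -0.000653 with the shift by the median deviation and -0.0163 at the higher minimum. The difference of miR-215-5p was -0.0664 with the shift by the 75th percentile. With the shift by the back-transformed total the medians were 0.0226 for intestinal epithelium and 0.00860 for endothelium. In code series 1 alone they were 0.0916 for intestinal epithelium, -0.102 for striated muscle, 0.0807 for endothelium, 0.0117 for the miR-23, miR-27 and miR-24 clusters and -0.0807 for the miRNAs of the introduction. Without 1 library the differences were -0.417 to 0.228 for miR-146a-5p, -0.0883 to 0.805 for miR-148a-3p, down to -0.211 for miR-215-5p, -0.0790 to 0.364 for miR-192-5p and -0.390 to 0.0240 for miR-194-5p. The list medians without 1 library were -0.211 to 0.160 for intestinal epithelium, -0.135 to 0.0608 for smooth muscle and mesenchyme, -0.307 to 0.316 for striated muscle, -0.425 to 0.0652 for leukocytes, -0.538 to 0.587 for endothelium, -0.341 to 0.0351 for inflammation, -0.154 to 0.0455 for the miR-23, miR-27 and miR-24 clusters and -0.0420 to 0.196 for the miRNAs of the introduction.

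Same-numbered Control and NEC libraries deviated together with correlations of -0.69, 0.73 and -0.78, and Control replicate 3 went with NEC replicate 1 at 0.87. The negative values belong to replicates 1 and 3, whose Control and NEC libraries are of different code series. The signs thus follow the code series and cannot show whether the replicate numbers mark a pairing. With the replicate block the count at an unadjusted p under 0.05 was 3, all 3 among the study's 15, and 0 passed an adjusted p.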

Differences from the paper's values

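The table used here holds log2 values whose transformation is not named, while Table S1 gives log2 fold changes from DESeq2. The group means of all 15 DEmiRNAs match the numbers printed in Fig. 1B. The differences of these means and the fold changes of Table S1 ranked the 386 tested miRNAs alike (Spearman's rho 0.954 across miRNAs), but on the deposited scale the slope against Table S1 was 0.496. The paper counts 15 DEmiRNAs at an unadjusted p under 0.05 and an absolute log2 fold change above 1.2. At these thresholds the count here was 0, and at most 2 under every alternative set before the data were examined. In the main fit the largest difference of a tested miRNA was 1.18 in size on the deposited scale. The threshold of 1.2 was thus out of reach, and the count of 0 does not test the paper's count. The paper's DEmiRNA miR-30a-3p passed both thresholds without NEC replicate 1 and in code series 1 alone. At the unadjusted p alone, which is a count added after seeing the data, Table S1 holds 15 and the test here 11. Of the study's 15, the test here left miR-30a-3p, miR-122-5p and miR-122b-3p at an unadjusted p above 0.05, and miR-493-3p and miR-1843a-3p under the minimum. All 3 passed an unadjusted p of 0.05 with the code series as a covariate. Without NEC replicate 3, miR-122-5p and miR-122b-3p passed, and miR-30a-3p also did without NEC replicate 1, in code series 1 alone and with the shift by the total without the 10 most abundant miRNAs. Without the filter, miR-493-3p and miR-1843a-3p passed.

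For each of the 15, the paper's log2 fold change in Table S1 differs from the log2 difference here by more than the replicate SD, with the same sign. The paper's value for miR-30a-3p is 2.51 and the value here 1.13. For miR-27a-5p the paper's is 1.51 and that here 0.81, for miR-5099 1.67 and 0.94, for miR-301b-5p 1.70 and 0.78, and for miR-493-3p 2.33 and 0.91. For miR-592-5p the paper's is 1.44 and that here 0.73, for miR-122b-3p 1.63 and 0.77, for miR-122-5p 1.62 and 0.77, for miR-434-5p 1.30 and 0.73, and for miR-369-5p 1.32 and 0.72. For miR-150-5p the paper's is -1.98 and that here -1.003, for miR-195a-5p -1.51 and -0.81, for miR-1843a-3p -2.84 and -0.94, for miR-326-3p -1.44 and -0.80, and for miR-497a-5p -1.44 and -0.80. Of the alternatives set before the data were examined, leaving out NEC replicate 1 brought miR-30a-3p (1.75) and miR-497a-5p (-1.04) within the replicate SD of the paper's value. That SD was taken over all 6 libraries, the one left out included. For miR-30a-3p this library lay apart from NEC replicates 2 and 3 and widened the SD. The paper's value also rests on all libraries, so these 2 cases show no agreement. No other alternative that was compared came within that SD. For miR-493-3p and miR-1843a-3p no alternative was compared, and miR-301b-5p, miR-592-5p, miR-369-5p and miR-326-3p were not compared at the higher minimum.

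The positions of the miR-122-5p sites within the 3′UTR that Fig. 4B prints fall on the sites found here. The genomic coordinates it prints lie outside the GRCm38 3′UTRs of Aldh18a1 and Prodh2, and the figure names no build.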

Other observations

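The tests of library scaling, blood and liver RNA were chosen after the values of miR-122-5p had been seen, as was the comparison between the code series. Markers of the cell types of the intestine were measured in both groups, and no such list apart from that of liver passed camera at an adjusted p under 0.05 in the main fit. Once the code series was a covariate, that of red blood cells passed (adjusted p = 0.0309, and 0.494 with an estimated correlation) and that of liver did not (adjusted p = 0.128). Of 9 tested miRNAs of intestinal epithelium, 4 were higher and 5 lower in NEC, with a median log2 difference of -0.02 (adjusted p = 0.586) and 0.10 (standard error 0.33) for miR-192-5p. Of 9 of smooth muscle and mesenchyme, 4 were higher and 5 lower (adjusted p = 0.478), with -0.39 (standard error 0.33) for miR-145a-5p and 0.17 (standard error 0.24) for miR-199a-5p. Of 6 of leukocytes, 1 was higher and 5 lower (adjusted p = 0.224). The 4 tested miRNAs of red blood cells were all higher (median 0.34, adjusted p = 0.222), with 0.35 (standard error 0.30) for miR-451a. Of these, miR-486a-5p and miR-486b-5p come from opposite strands of 1 locus and are not separate. The 2 of endothelium had 0.00 (standard error 0.31) for miR-126a-3p and -0.07 (standard error 1.07) for miR-126a-5p (adjusted p = 0.945). The 5 of neurons were all higher (median 0.18, adjusted p = 0.244), and the 4 of striated muscle had a median of 0.02 (adjusted p = 0.991). No miRNA of the pancreas list reached the minimum for testing. The liver list holds miR-122-5p and miR-122b-3p alone (adjusted p = 0.0235, and 0.471 with an estimated correlation).

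Of 7 miRNAs known to be induced in inflammation, 2 were higher and 5 lower in NEC (adjusted p = 0.478), with 0.39 (standard error 0.41) for miR-21a-5p and -0.59 (standard error 0.33) for miR-31-5p, and the hypoxia-induced miR-210-3p had a log2 difference of 0.20 (standard error 0.23). All 9 tested members of the let-7 family, known from the control of developmental timing, were lower in NEC, with a median of -0.25 (adjusted p = 0.0699, and 0.655 with an estimated correlation), and with the code series as a covariate the adjusted p was 0.0254 (0.650 with an estimated correlation). The families miR-26, miR-30 and miR-17/92 had medians of -0.55, -0.14 and -0.20, and none passed camera (adjusted p = 0.0893, 0.224 and 0.415). The clusters of miR-23, miR-27 and miR-24 had a median of -0.08 and a mean of 0.03 (adjusted p = 0.802). The study's higher and lower lists passed camera at an adjusted p of 1.97e-11 and 1.59e-06, and the paper chose them on these libraries. With an estimated correlation the adjusted p was 0.0312 for the higher and 0.147 for the lower list, and with fry 0.00491 and 0.155. The 2 tested miRNAs named in its introduction, miR-146a-5p and miR-451a, did not pass as a list (adjusted p = 0.721), and miR-124-3p was at 1.31 ± 0.12 (SD, n = 3) in Control and 1.36 ± 0.14 (SD, n = 3) in NEC.

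In code series 2, miR-122-5p was higher in NEC replicate 1 than in Control replicate 3 by a log2 difference of 1.85. The median difference between these libraries over all miRNAs tested was -0.020 (SD 0.38), which argues against library scaling. The 4 tested miRNAs of red blood cells had a median difference of 0.547 (SD 0.29), above 0 but smaller than that of miR-122-5p, so more blood in the library may contribute and stays open. Liver RNA stays open as well, since the table holds 0 values of miR-122-3p, the other arm of the liver's hairpin, and NEC itself stays open. The paper also reports higher miR-122-5p in NEC from its own measurements of human and mouse tissues, and again in its inhibitor experiment. Those measurements were not analysed here.

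The difference between NEC and Control in code series 1 and that in code series 2 come from separate libraries. Across the 386 miRNAs, which are not independent replicates, they had a Spearman's rho of 0.337, and the same sign for 245 miRNAs. Without the study's DEmiRNAs it was 0.288 over 373 miRNAs, and without the Dlk1-Dio3 cluster as well 0.232 over 312. When the 4 libraries of code series 1 were grouped in the other 2 ways, rho was -0.049 and 0.048. These are all the ways to group them 2 and 2, and code series 2 holds 1 library per group. The comparison therefore cannot tell a shared NEC difference from chance. The NEC difference of miR-122-5p was larger in code series 2 than in code series 1 by 1.62 on the log2 scale. For miR-30a-3p the same comparison gave -1.53. Code series 2 holds 1 library per group, so how far its NEC difference would vary between libraries is unknown, and these 2 values are no test. Table S1 gives no p for 16 miRNAs. Of these, 13 were tested here, and 13 were higher in code series 2 at an adjusted p under 0.05 in limma.

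The paper predicts Aldh18a1 and Prodh2, enzymes of proline and hydroxyproline metabolism, as targets of miR-122-5p. It also reports lower mRNA of both after a mimic of miR-122-5p in cell lines, and more of both after an inhibitor in mice. Only the sequence sites were examined here. In the GRCm38 annotation, Aldh18a1 lies on chromosome 19 from 40550257 to 40588463 on the minus strand. The 3′UTR of its transcript ENSMUST00000025979.12 spans 40550257 to 40551147 and holds 1 site for the seed of miR-122-5p, an 8mer with the sequence ACACTCCA from 40550971 to 40550978. It is at positions 170 to 177 of the 891 nt of the 3′UTR, in the context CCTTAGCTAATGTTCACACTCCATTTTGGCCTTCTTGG. Of 3 transcripts with a 3′UTR searched, 2 share this site and the other, ENSMUST00000175967.1, holds none. Prodh2 lies on chromosome 7 from 30493622 to 30513402 on the plus strand. The 3′UTR of its transcript ENSMUST00000058280.12 spans 30512983 to 30513402 and holds a 7mer-m8 site, ACACTCC, from 30513154 to 30513160, which is at positions 172 to 178 of 420 nt, in the context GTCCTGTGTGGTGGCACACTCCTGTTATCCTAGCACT. The 3′UTRs of the 2 other transcripts searched, ENSMUST00000122876.1 and ENSMUST00000130839.7, hold none.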
